A study of Saccharomyces cerevisiae with 12 samples.

How the data were processed

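RNA sequencing libraries from 12 cultures of budding yeast, Saccharomyces cerevisiae, were compared. Per the labels' protocols, cultures were grown in a complete synthetic medium to mid-log phase, total RNA was extracted with a Zymo Research column kit for fungi and bacteria, and libraries were made with an Illumina TruSeq RNA kit. The design has 2 strains, an empty-vector control called wild type here and a strain with an integrated NTT1 construct, and 2 treatments, none or 5 mM ATP in the medium for 1 h, with 3 biological replicates in each of the 4 groups. The labels also give the NTT1 strain a reporter, so the strain comparisons cover the transporter and the reporter together. Each of the 6 wild-type samples carries a source name of its own in the labels, while the 6 NTT1 samples share 1 background name. Whether these names stand for separate isolates is not stated. Each library was assigned to its group from its title, and the columns of the table were matched to libraries by the library name in the labels.

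The authors deposited raw counts per gene, 1 column per library. This was read from the values, which are whole numbers with different totals per library. The aligner, the counting tool, the use of strand, the genome build and the annotation are not stated by the labels or the header. Genes that overlap another gene, or share sequence with a near-identical copy, are therefore uncertain, and no coordinates are given. The table holds 7127 features, of which 311 had 0 counts in every library. Names were taken from the RefSeq gene table of assembly R64 by locus tag, which matched 6023 features. The 1104 unmatched features held 0.282% of all counts and are named by the identifiers of the table. Transcript levels of the NTT1 construct and of the reporter were not analysed here, so the strain of each library was taken from its labels and not checked by the construct. Library totals ranged from 14845855 to 20714804 counts, and values that rest on few counts are correspondingly imprecise.

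Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood F-test (glmQLFit and glmQLFTest) on the deposited counts. Low genes were removed with filterByExpr by group, which left 6157 genes with 99.99% of the counts. Library sizes were scaled by TMM. All 12 libraries entered 1 fit with a mean for each group, and 5 contrasts were taken: ATP in wild type, ATP in NTT1, NTT1 against wild type without ATP, NTT1 against wild type with ATP, and the interaction, which is the ATP effect in NTT1 minus that in wild type. P-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. A second count required an absolute log2 fold change of at least 1. Fitted log2 fold changes use a prior count of 0.125. Standard errors (SE) were taken from the fold change and the F statistic and are approximate. Normalised counts (CPM) are TMM-normalised and computed from the deposited counts, and are given as mean ± SD over 3 replicates. An exact test of 3 against 3 libraries cannot give a two-sided p under 0.1, so no single gene was tested that way.

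Gene lists, 11 in number, were written before the data were examined, together with the groups, the tests, most of the alternatives and the rule for named genes. They cover the PHO regulon, purine biosynthesis, the iron and zinc regulons, ribosomal proteins, ribosome biogenesis, the general stress response, oxidative phosphorylation, the tricarboxylic acid cycle, glycolysis with fermentation, and autophagy. They were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the 55 tests of lists and contrasts, and with fry and with an estimated correlation as alternatives. After a first look at these tests, ADE5,7 was found to be unmatched because the reference writes it without the comma. The match was repaired, which took the purine list from 12 to 13 genes. A further list of 19 strain marker genes (auxotrophic and mating-type genes), of which 17 were tested, was read gene by gene. Their p-values were adjusted over all genes and over the list alone.

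Named genes are, in each comparison of a pair of groups, the 3 largest rises and 3 largest falls among genes past the adjusted threshold with a mean of at least 20 counts and CPM ranges that do not overlap, and the gene with the smallest p in each list past the threshold. Principal components were computed on log2 CPM with a prior count of 2. An ATP score was defined as the mean centred log2 CPM, signed by direction, of the 950 genes that passed the threshold for ATP in a fit of the NTT1 libraries alone. It is independent of treatment labels in wild type.

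The fit was tested on simulated counts for 6157 genes, of which 200 were changed by a log2 fold change of 1. The edgeR test called 94.5% of the changed genes, 3.08% of its calls were unchanged genes, and the median fitted size was 1.00. DESeq2 1.42.0 called 95.5%, with 9.91% unchanged genes among its calls. Camera and fry each called the 3 changed lists, in data simulated without correlation between genes. The simulation also gave each gene the same spread in all groups, whereas the real replicates were less alike in some groups than in others. It therefore does not show the error rates of the shared fit on the real libraries.

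The alternatives were size factors by the median-of-ratios method (RLE), upper-quartile factors, no filter, a filter of at least 10 counts in every library, the DESeq2 Wald test, the replicate number as a block, a fit of the compared groups alone, and leaving out each library in turn. An offset for gene length and GC content, upper-quartile factors for the lists, and the removal of libraries outside the compared groups were chosen after seeing the data. With the offset, camera was run on log2 CPM with the trend removed, over 5782 genes, whereas the main list test used counts. No run without the offset was made on that input. List calls gained or lost with the offset can therefore not be credited to length and GC content alone.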

Results

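Transcript levels were measured by RNA sequencing in a wild-type yeast strain carrying an empty vector and in a strain expressing NTT1, a nucleotide transporter of the microsporidian Encephalitozoon cuniculi, an intracellular parasite. Each strain was left untreated or received 5 mM extracellular ATP for 1 h at mid-log phase, with 3 biological replicates in each of the 4 groups. Library depth ranged from 14845855 to 20714804 counts, and 6157 genes were tested.

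Replicates of the treated groups were closely alike. Pearson's r of log2 CPM, across genes within pairs of libraries, was 0.995 to 0.996 in treated wild type and 0.994 to 0.996 in treated NTT1. It was 0.992 to 0.995 in untreated NTT1 and 0.977 to 0.989 in untreated wild type. The first principal component carried 47.0% of the variance and separated treated from untreated libraries. On it, untreated wild-type replicates 1 and 2 lay at -21.5 and -25.5, whereas replicate 3 lay at 1.81. Treated wild type lay between 8.53 and 11.6. Untreated NTT1 lay between -9.12 and -6.91, and treated NTT1 between 11.5 and 14.3. All 3 untreated wild-type libraries were kept in every comparison, and for many results the value without replicate 3 is given beside them.

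**Figure D1:**
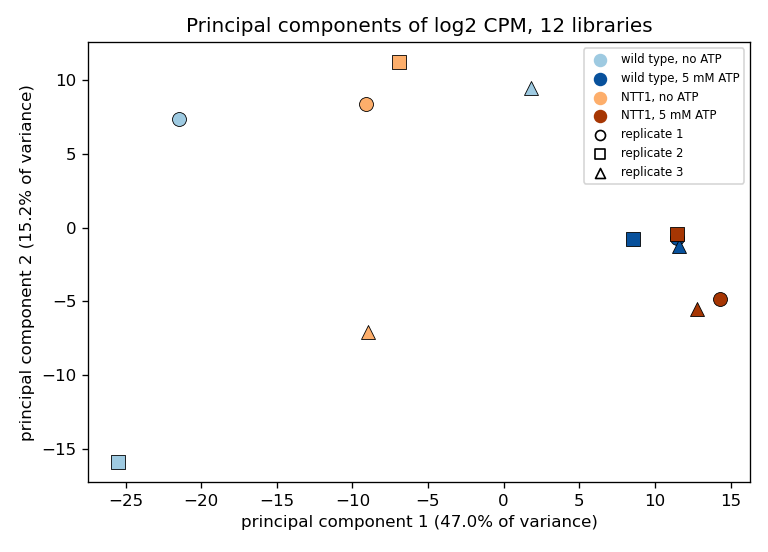
Principal components 1 and 2 of log2 CPM for the 12 libraries, with their shares of variance in percent on the axes; colour marks the group and shape the replicate number. The 6 treated libraries lie between 8.53 and 14.3 on component 1, and untreated wild-type replicate 3 lies at 1.81.

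The first comparison asked how extracellular ATP changed transcript levels in the strain without the transporter. At an adjusted p under 0.05 in the edgeR quasi-likelihood test, 784 genes differed, of which 334 were higher and 450 lower with ATP. Of these, 117 changed by an absolute log2 fold change of at least 1, with 21 higher and 96 lower. The number moved when a wild-type library was left out. It was 2086 without untreated replicate 3, 89 without untreated replicate 1 and 189 without untreated replicate 2. It was 110, 198 and 93 without treated replicates 1, 2 and 3. A fit with fewer libraries also has less power, so these falls do not single out a library. The rise without untreated replicate 3 does. A fit of the 6 wild-type libraries alone called 19 genes. The excess of lower genes was lost without treated replicate 3, with 49 higher and 44 lower, and 14 each at the fold-change minimum.

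Among named genes, RGS2 (YOR107W) rose from 45.2 ± 8.59 to 151 ± 26.8 CPM (SD, n = 3), a log2 fold change of 1.74 (SE 0.21, adjusted p 0.00586). RRN11 (YML043C) rose by 1.73 (SE 0.33, adjusted p 0.0131), and YGR079W by 1.56 (SE 0.33, adjusted p 0.0183). The largest falls were those of YFL051C at -3.53 (SE 0.48, adjusted p 0.00612), the adjacent-numbered ZNF1 (YFL052W) at -3.10 (SE 0.42, adjusted p 0.00612) and GSY1 (YFR015C) at -2.87 (SE 0.54, adjusted p 0.0131). GSY1 fell from 521 ± 332 to 71.2 ± 25.3 CPM, and the spread of its untreated libraries was wide. In the fit of the wild-type libraries alone, RGS2 and YFL051C kept an adjusted p under 0.05, whereas the adjusted p was 0.108 for RRN11, 0.119 for YGR079W, 0.0543 for ZNF1 and 0.1004 for GSY1. Of the 6 fits that left out 1 wild-type library, RRN11 was called in 4, YGR079W in 2 and GSY1 in 3.

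The second comparison asked the same question in the strain with the transporter. ATP changed 275 genes, 183 higher and 92 lower, and 67 passed the fold-change minimum, with 35 higher and 32 lower. With upper-quartile factors the count was 300, split into 150 higher and 150 lower, so the excess of higher genes depended on the scaling. The split also moved with single libraries. In the 6 fits that left out 1 NTT1 library, the share of higher genes ran from 63.9% to 89.8%, with 76 higher and 9 lower without treated replicate 1. At the fold-change minimum that fit gave 21 higher and 3 lower, whereas the fit without untreated replicate 3 gave 29 and 35. Without untreated wild-type replicate 3, which enters this contrast through the shared estimate of spread alone, 1030 genes were called. A fit of the 6 NTT1 libraries alone called 950 genes, 556 higher and 394 lower. The order of the strains thus depended on the estimate of spread. The shared fit called 784 genes in wild type and 275 in NTT1, and the separate fits 19 and 950. These counts do not show which strain responded more broadly. RGS2 rose from 55.8 ± 14.8 to 205 ± 33.4 CPM, a log2 fold change of 1.88 (SE 0.21, adjusted p 0.00249). VTS1 (YOR359W) rose by 1.76 (SE 0.25, adjusted p 0.00406) and ABP1 (YCR088W) by 1.56 (SE 0.26, adjusted p 0.00825). GSY1 changed by -2.62 (SE 0.54, adjusted p 0.0231), CIN5 (YOR028C) by -2.09 (SE 0.46, adjusted p 0.0309) and YJR115W by -1.90 (SE 0.42, adjusted p 0.0306). Each of these 3 falls lost its call in 4 of the 6 fits that left out 1 NTT1 library.

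The ATP effects of the strains were alike across genes. Pearson's r of the fitted log2 fold changes was 0.726 and Spearman's rho 0.660 over 6157 genes, which are not independent replicates. The strains share no library in this comparison. Of 889 genes called in either strain, 170 were called in both, all 170 in the same direction, and 94.9% of the 889 had the same sign. The 614 genes called in wild type alone and the 105 called in NTT1 alone are not shown to differ between strains, because the interaction term called 0 genes. Its smallest adjusted p was 0.388, and 365 genes (5.93%) had an unadjusted p under 0.05. Without untreated wild-type replicate 3, the interaction called 106 genes.

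**Figure D2:**
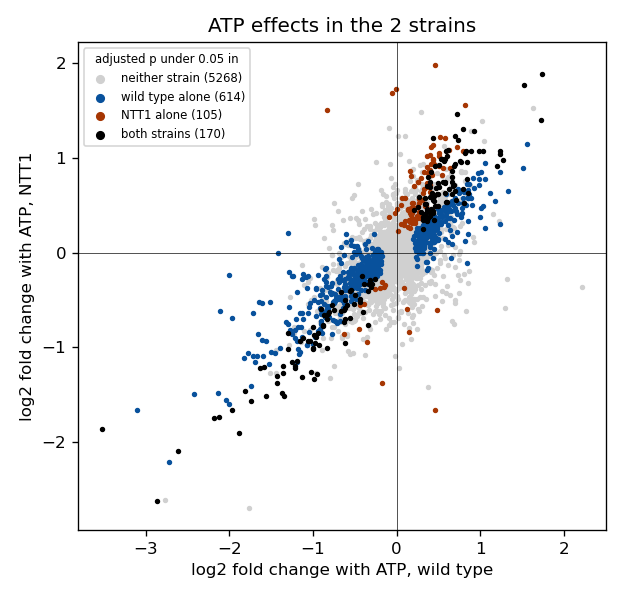
Fitted log2 fold change with ATP in wild type (x axis) and in NTT1 (y axis) for the 6157 genes tested; colour marks the strain or strains with an adjusted p under 0.05. The 170 genes called in both strains changed in the same direction, and Pearson's r over all genes was 0.726.

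The next comparisons set the NTT1 strain against wild type. Without ATP, 3 genes passed the threshold, all with an absolute log2 fold change of at least 1, and 597 had an unadjusted p under 0.05. With ATP, 4 genes passed, 3 of them with a log2 fold change of at least 1 in size, and 278 had an unadjusted p under 0.05. Without untreated wild-type replicate 3 the count without ATP was 602, and the fit of the untreated libraries alone called 0. SLM1 (YIL105C) differed most. It stood at 123 ± 20.6 CPM in untreated and 89.7 ± 3.95 in treated wild type, against 340 ± 25.3 and 349 ± 22.6 in NTT1. Its log2 fold change was 1.47 (SE 0.11, adjusted p 0.000298) without ATP and 1.96 (SE 0.12, adjusted p 1.63e-05) with ATP. The call without ATP was lost in the fit of the untreated libraries alone, at an adjusted p of 0.108. Gene totals do not show which part of SLM1 the reads came from.

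**Figure D3:**
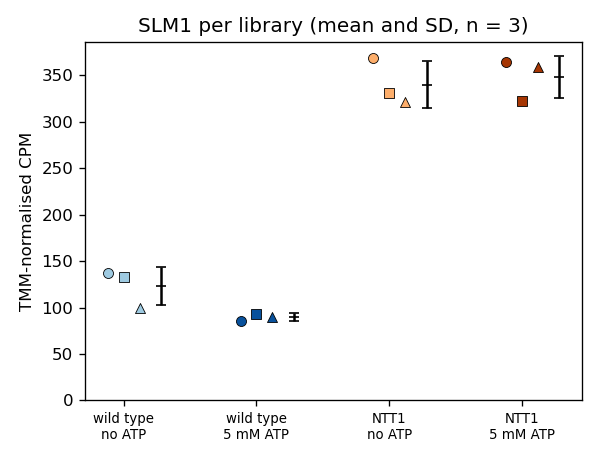
TMM-normalised CPM of SLM1 in each library (points) with the mean and SD of 3 replicates (bars), by strain and treatment. The 6 NTT1 libraries lie between 321 and 369 CPM and the 6 wild-type libraries between 85.5 and 137.

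YBL113C was lower in NTT1 in both conditions, at -1.25 (SE 0.14, adjusted p 0.00510) without and -1.16 (SE 0.13, adjusted p 0.00895) with ATP. With ATP it lost its call in 3 of the 6 fits that left out 1 treated library, with an adjusted p from 0.0531 to 0.0770, and without ATP its adjusted p was 0.169 in the fit of the untreated libraries alone. It lies at a chromosome end and may share reads with near-identical copies. YOL164W-A was higher in NTT1 without ATP, at 1.45 (SE 0.17, adjusted p 0.00719), on a mean of 29.4 counts per library, and its adjusted p was 0.342 in the fit of the untreated libraries alone. With ATP, YCR013C was lower, at -1.17 (SE 0.17, adjusted p 0.0299) and so was YMR294W_A, at -0.61 (SE 0.08, adjusted p 0.0280). YMR294W_A lost its call in each of the 6 fits that left out 1 treated library, as did YCR013C. Neither identifier was matched to the reference, and YCR013C, at 173 CPM, is numbered next to PGK1, at 5507 CPM, so overlap of the features is not excluded. Of the 17 strain marker genes tested, 0 passed over all genes in either condition, and 4 had an unadjusted p under 0.05 without ATP. Adjusted over the list alone, LYS2 was lower in NTT1 without ATP, at -0.43 (SE 0.11, adjusted p 0.0402, against 0.274 over all genes).

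Among gene lists, camera with its preset correlation put 22 of the 55 tests past the adjusted threshold. None of the 22 held under fry, where the smallest adjusted p was 0.393 and 5 tests had an unadjusted p under 0.05, or with an estimated correlation, where the smallest was 0.879 and 2 did. The calls are given as medians over list members, and they rest on the preset correlation. With ATP, the ribosome biogenesis list was higher in wild type, with a median log2 fold change of 0.41 and all 80 genes higher (camera adjusted p 1.6e-17), and in NTT1, at 0.32 with all 80 higher (5.23e-11). The general stress response list was lower in both, at -0.62 with 32 of 34 genes lower (1.77e-07) and -0.45 with 30 of 34 lower (2.39e-07). The autophagy list was lower in both, at -0.27 (0.000737) and -0.14 (0.0126), the latter called in 4 of the 6 fits that left out 1 NTT1 library. The sizes in wild type moved in the 6 fits that left out 1 wild-type library, though all 6 kept these calls. Medians ran from 0.27 to 0.70 for ribosome biogenesis, from -0.88 to -0.31 for general stress and from -0.40 to -0.12 for autophagy. Oxidative phosphorylation was called for wild type, at 0.22 (0.000438), and not for NTT1, at -0.068 (0.112). Ribosomal proteins were called for wild type, at 0.058 (0.0358), and not for NTT1, at 0.0056 (0.919). The iron regulon was called for NTT1, at 0.20 with 21 of 25 genes higher (0.00209), and not for wild type, at 0.15 with 17 of 25 higher (0.345). Oxidative phosphorylation in wild type lost its call without untreated replicate 3 (adjusted p 0.232), and the ribosomal protein median changed sign without untreated replicate 2, to -0.047. The ribosomal protein list in wild type was called in 4 of the 6 fits that left out 1 wild-type library, and its adjusted p was 0.129 with the offset for gene length and GC content.

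The gene with the smallest p in each of these lists for ATP in wild type was UTP6 for ribosome biogenesis, at 0.80 (SE 0.19, adjusted p 0.0271), HSP42 for general stress, at -1.36 (SE 0.22, adjusted p 0.00916), ATG39 for autophagy, at -1.46 (SE 0.28, adjusted p 0.0131), ATP14 for oxidative phosphorylation, at 0.35 (SE 0.11, adjusted p 0.0664, or 0.0370 without untreated replicate 3), and RPL28 for ribosomal proteins, at 0.85 (SE 0.15, adjusted p 0.0119). RPL28 had a mean of 21.9 CPM, against a median of 1027 CPM over the 130 ribosomal protein genes, so its value may describe a part of its reads. In the fit of the wild-type libraries alone, the adjusted p was 0.147 for UTP6, 0.1004 for HSP42, 0.105 for ATG39 and 0.0777 for RPL28. Of the 6 fits that left out 1 wild-type library, UTP6 was called in 1, ATG39 in 3, RPL28 in 5 and HSP42 in 6. In NTT1 the corresponding genes were NOP1, at 1.11 (SE 0.22, adjusted p 0.0210), HSP42, at -1.27 (SE 0.22, adjusted p 0.0110), ATG39, at -1.06 (SE 0.28, adjusted p 0.0569), and FRE6, at 0.40 (SE 0.08, adjusted p 0.0159). Of the 6 fits that left out 1 NTT1 library, NOP1 and ATG39 were called in 0 each, FRE6 in 3 and HSP42 in 5. ATG39 in NTT1 did pass with the replicate number as a block (adjusted p 0.0360) and in the DESeq2 Wald test (adjusted p 0.00412). It also passed in the fit of the NTT1 libraries alone (adjusted p 0.00287).

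Between the strains without ATP, camera called 5 lists. Oxidative phosphorylation (0.24, adjusted p 2.12e-13), ribosome biogenesis (0.097, adjusted p 0.000737) and the zinc regulon (0.20, adjusted p 0.0434) were higher in NTT1, and purine biosynthesis (-0.19, adjusted p 8.1e-06) and general stress (-0.21, adjusted p 0.0104) were lower. The ribosome biogenesis median was -0.054 without untreated wild-type replicate 2, and the zinc median -0.0079 without untreated NTT1 replicate 1. The zinc list also lost its call without untreated wild-type replicate 3 (adjusted p 0.0789), with upper-quartile factors (adjusted p 0.0846) and with the offset for gene length and GC content (adjusted p 0.102). The general stress median was -0.0012 without untreated wild-type replicate 2 (adjusted p 0.395), and its adjusted p was 0.140 with the offset for gene length and GC content. Of the 6 fits that left out 1 untreated library, general stress was called in 3, the zinc regulon in 2, ribosome biogenesis in 4, and oxidative phosphorylation and purine biosynthesis in 6 each. The wild-type samples carry source names of their own, so differences between isolates stay open in all strain comparisons. With ATP, the iron regulon was higher (0.093, adjusted p 0.0214), and ribosomal proteins (-0.074, adjusted p 7.01e-07) and glycolysis with fermentation (-0.080, adjusted p 0.0126) were lower. Of the 6 fits that left out 1 treated library, the iron regulon was called in 2, with medians from 0.039 to 0.20, ribosomal proteins in 6 and glycolysis with fermentation in 4. Their genes with the smallest p were ATP14, NOP1, IZH1, ADE12 and TSL1 without ATP and ISU1, RPL41B and PDC1 with ATP, and each had an adjusted p over 0.05 over all genes, from 0.339 to 0.385 without ATP and from 0.938 to 0.999 with ATP. NOP1 went against its list, at -0.65 (SE 0.22) in NTT1 without ATP, and the other 7 changed in the direction of their lists. Without untreated wild-type replicate 3, the adjusted p was 0.00593 for IZH1 and 0.00169 for TSL1. With p adjusted over each list alone, 7 of the 13 purine biosynthesis genes passed without ATP. In each other list called between the strains, 0 genes did. The PHO regulon and the tricarboxylic acid cycle lists passed in none of the 5 contrasts, with medians from -0.060 to 0.055 and from -0.11 to 0.055. With the offset for gene length and GC content, the tricarboxylic acid cycle list passed for ATP in NTT1, at -0.16 (adjusted p 0.0378), and for NTT1 against wild type without ATP, at 0.0995 (adjusted p 0.0346). With it, the ribosomal protein list also passed between the strains without ATP, at -0.062 (adjusted p 0.00160). The offset test of lists also used another input, so these gains are not tied to length and GC content alone.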

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

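Whether a list responded to ATP differently in the strains was tested by the interaction contrast with camera, and 5 lists passed its adjusted threshold. The fry test of these lists was chosen as evidence after the result was seen. The median log2 interaction was 0.18 for purine biosynthesis (12 of 13 genes higher), 0.15 for the iron regulon (19 of 25 higher), -0.057 for ribosomal proteins (93 of 130 lower), -0.11 for ribosome biogenesis (71 of 80 lower) and -0.28 for oxidative phosphorylation (37 of 40 lower). The genes with the smallest interaction p in these lists were ADE17, ISU1, RPS30B, NSR1 and QCR9, with adjusted p from 0.587 to 0.980 over all genes. With p adjusted over each list alone, 3 purine biosynthesis genes passed, and 0 genes in each of the other called lists. Without untreated wild-type replicate 3, NSR1 had an adjusted p of 0.0269.

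These list calls were no more frequent than regrouping gives. When strain labels were exchanged within each treatment, 69 of the 100 splits, the real one included, called at least 5 lists. Under fry, which keeps the correlation of genes between libraries, the adjusted p was 0.393 for purine biosynthesis, 0.800 for the iron regulon, 0.820 for both ribosomal proteins and ribosome biogenesis, and 0.551 for oxidative phosphorylation. Co-variation of list members between replicate cultures is therefore a candidate explanation for all 5.

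Gene length and GC content were weighed with an offset fit. The ribosomal protein median kept 14.6% of its size, to -0.0083, so a length or GC trend may account for most of it. The trend was strongest in untreated NTT1 replicate 2. Its R squared for the deviation from the mean of all libraries was 0.176 there and at most 0.0357 elsewhere. Without that library the median was -0.0014 (camera adjusted p 0.247). The call was also lost without treated NTT1 replicate 1, at -0.011 (camera adjusted p 0.1575). The medians kept 75.8% for purine biosynthesis, 118.5% for ribosome biogenesis and 75.9% for oxidative phosphorylation, and these lists stayed past the camera threshold, which argues against such a trend as the whole cause there. The iron regulon kept 78.3% of its median but not its call (camera adjusted p 0.0783). The input of camera also changed with the offset, so the lost call does not show a trend, which stays open for this list. The iron regulon was called in 7 of the 12 fits that left out 1 library, with medians from 0.070 to 0.22. The ribosomal protein and ribosome biogenesis medians changed sign without untreated wild-type replicate 2, to 0.043 and 0.047. The purine and oxidative phosphorylation medians kept their sign and their camera call in all 12 fits that left out 1 library. Their sizes moved, from 0.13 to 0.26 for purine biosynthesis and from -0.40 to -0.16 for oxidative phosphorylation. For purine biosynthesis, ribosome biogenesis and oxidative phosphorylation, camera called the strains different without ATP and not with ATP. Their medians were -0.19, 0.097 and 0.24 without ATP, against 0.032, -0.0198 and -0.017 with ATP. The interaction of these lists thus lay mostly in cultures that received no ATP. The iron regulon and ribosomal proteins were called with ATP alone. A difference between the strains in handling imported ATP stays open and untested for the called lists.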

How the results depend on the processing

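Counts of genes called were stable to scaling and filtering and moved with the test, the libraries in the fit and single replicates. With size factors by RLE, upper-quartile factors, no filter and at least 10 counts in every library, every count of genes stayed within 1.5 times its value. ATP in wild type gave 709 to 794 genes and ATP in NTT1 269 to 300. The share of higher genes for ATP in NTT1 was 66.6% with TMM and 50% with upper-quartile factors, and from 63.9% to 89.8% in the fits that left out 1 NTT1 library.

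With DESeq2, ATP in NTT1 called 591 genes, NTT1 against wild type 41 genes without ATP (6 with an absolute log2 fold change of at least 1) and 12 with ATP, and the interaction 6 (2 past the fold change). The cause was not tested. On data simulated with the same spread in all groups, DESeq2 had 9.91% unchanged genes among its calls. In fits of the 6 libraries of the compared groups, ATP in wild type called 19 genes (12 past the fold change), all 19 among the 784, ATP in NTT1 called 950, and NTT1 against wild type without ATP called 0 in either count. These fits estimate the spread from fewer libraries, and the untreated wild-type libraries are those with the lowest pairwise correlation.

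Replicate numbers did not pair the libraries: the deviations of same-numbered libraries from their group means correlated by over 0.1 in 5 of 18 pairs, with a range from -0.44 to 0.311. With the replicate number as a block, 671, 250, 2, 3 and 0 genes were called in the order of the 5 contrasts, and 4, 4, 5, 3 and 5 lists. The correlation of ATP effects was 0.724. Between strains, YMR294W_A with ATP (adjusted p 0.135) and YOL164W-A without ATP (adjusted p 0.0529) lost their calls under the block. So did the ribosomal protein list for ATP in wild type (camera adjusted p 0.0601), whereas ATG39 for ATP in NTT1 gained a call (adjusted p 0.0360).

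Across the 12 fits that each left out 1 library, ATP in wild type gave from 89 to 2086 genes (22 to 244 past the fold change) and ATP in NTT1 from 69 to 1030 (18 to 96). NTT1 against wild type gave from 2 to 602 without ATP (2 to 45) and from 1 to 6 with ATP (1 to 3). The interaction gave from 0 to 106 (0 to 12). Untreated wild-type replicate 3 gave the highest count of genes in all 5 contrasts when left out. Without any other library, ATP in wild type called at most 623 genes, ATP in NTT1 at most 425, and the interaction 0. The removal of libraries outside the compared groups was chosen after seeing the data. Counts of lists ranged from 4 to 5, from 4 to 6, from 2 to 7, from 2 to 5 and from 3 to 7 in the order of the contrasts.

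No list call held under fry or under camera with an estimated correlation, which each called 0 lists in every contrast. List medians that changed sign when a library was left out were, for ribosomal proteins, from -0.047 to 0.13 for ATP in wild type and from -0.13 to 0.043 for the interaction, for ribosome biogenesis from -0.054 to 0.39 without ATP between strains and from -0.40 to 0.047 for the interaction, and for the zinc regulon from -0.0079 to 0.35 between strains without ATP. The cause was not tested.

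With the offset for length and GC content, chosen after seeing the data, 2 genes were called between strains with ATP, where YCR013C and YMR294W_A have no length and left the fit, and 3 lists for the interaction. The correlation of ATP effects was 0.870 over genes called in either strain, a set chosen for large effects, 0.780 with the strict filter, 0.794 with the offset, and from 0.636 to 0.742 in the fits that left out 1 library.

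Over the alternatives other than leaving out a library, the 41 named-gene results gave 198 values, of which 179 kept direction and side of the threshold, 14 were weaker, 5 were stronger and 0 reversed. The 22 list results gave 154 values, of which 103 kept both, 51 were weaker and 0 reversed. RGS2 and SLM1 with ATP stayed past the threshold under all 11 alternatives. YOL164W-A rests on a mean of 29.4 counts, and its adjusted p ranged from 0.000615 to 0.342.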

Other observations

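The tests of depth, exchanged labels, the SLM1 region, the construct, the chromosome end and the spill of reads were chosen after the patterns they address had been seen. The criteria for the mixing and spill tests were revised once their values were known, both towards an undecided outcome. The HXT criterion, an adjusted p under 0.05, was for a time loosened to 2 SE after its values were known, which would have excluded the explanation, and it is applied here as first set. The length and GC criterion for the lists that differ in their ATP response was made stricter after its values were known. As written beforehand it asked for the size of the median alone, which would have excluded a trend for the iron regulon, and it now also asks that the call stays.

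Untreated wild-type replicate 3 lay between the other untreated wild-type libraries and the treated ones. Its ATP score was 0.029, against -0.47 and -0.41 in replicates 1 and 2 and 0.19 to 0.26 in treated wild type. Depth argues against a technical origin in sampling, since its total of 18180687 lies within the range of the other wild-type libraries. An exchange with a treated wild-type library would need one of them to score among the untreated, and the lowest scored 0.191. An exchange with an NTT1 library is excluded by SLM1, at 99.6 CPM. Length and GC content explained little of its deviation from its group (R squared 0.0135). Mixing with RNA of a treated culture cannot be told apart from a culture that differed. The share of genes outside the range of the other 5 wild-type libraries was 35.4%, against 33.3% by chance, and this share ran from 18.8% to 57.9% among the others. The 57.9% belonged to untreated replicate 2. A difference in culture state between the untreated wild-type replicates stays open and was not tested. So does a difference between isolates, since the labels give each wild-type sample a source name of its own.

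SLM1 was higher in all 6 NTT1 libraries. An extra copy of the region would raise its neighbours, but the 5 tested of the 6 nearest genes had a median log2 difference of -0.098 without and 0.074 with ATP. Reads from the paralog SLM2 would move SLM2, whose log2 difference was -0.033 (SE 0.077). Reads from an integrated construct that carries SLM1 sequence are a candidate explanation that gene totals cannot decide: the excess was 217.1 CPM without ATP and 259 CPM with ATP. A true rise of the gene in this strain stays open.

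The general stress list was lower with ATP in both strains. If the treated cultures had more glucose left, HXT1 and HXT3 should be higher with ATP. Of the 4 values, 2 were higher: HXT1 changed by 0.15 in wild type and 0.16 in NTT1 (SE 0.14 each), and HXT3 by -0.25 and -0.52 (SE 0.14 each), which does not decide the question. In the edgeR test the adjusted p of HXT3 was 0.247 in wild type and 0.0569 in NTT1. Unadjusted, the HXT3 fall in NTT1 had a p of 0.0029, against the predicted direction. HXT1 did not differ clearly from no change (unadjusted p 0.31 in wild type and 0.29 in NTT1), so its values give little support. By the criterion as first set, more glucose left in treated cultures stays open. With the length and GC offset at least 93.3% of the median was kept, which argues against a length or GC trend as the whole cause. No effect of ATP as such on this list was tested apart from the culture.

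YBL113C was lower in the NTT1 strain. All 3 nearest genes had a lower mean CPM there, as loss of a chromosome end would give, but on few counts: 91 against 42 for YBL112C, 41 against 16 for YBL111C and 6 against 2 for PAU9, wild type first. Loss and another sequence cannot be told apart from reads shared with copies elsewhere.

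YCR013C and YMR294W_A were lower in NTT1 with ATP. Spill of reads from an abundant neighbour is possible for YCR013C, next to PGK1, while YMR294W_A is not numbered next to a gene of at least 1000 CPM. Of 25 other unmatched identifiers next to such a gene, 20 were lower, with a median of -0.22, at percentile 8.35 of 10000 random lists of unmatched identifiers. This does not decide the question.

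Other splits of the same libraries were refitted with all 12 libraries. With 3 against 3 there are 10 splits, so no share under 0.1 is possible. For ATP in wild type and in NTT1, the real split alone (1 of 10) gave as many genes, with or without the fold-change minimum, and the other 9 gave 0. For NTT1 against wild type, 2 of 10 splits gave at least as many genes without ATP, under either count, and 1 of 10 with ATP. Without ATP, another split gave 80 genes, and 9 at the fold-change minimum, against 3 under either count for the strain labels. In the untreated libraries another grouping thus gave more calls than the strains did. As many lists were called in 5 of 10 splits for ATP in wild type, 9 of 10 for ATP in NTT1, 8 of 10 without ATP between strains and 9 of 10 with ATP. For the interaction, with 0 genes called, all 100 splits drawn gave as many, which decides nothing.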
